A study of Homo sapiens with 8 samples.

How the data were processed

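Messenger RNA was sequenced from MIA PaCa-2 cells, an established human pancreatic ductal adenocarcinoma line, after fluorescence-activated sorting into a fraction with low and a fraction with high permeability to lactic acid (PHLac-low and PHLac-high). The sort was done in 4 repeats, and each repeat gave 1 library of each fraction, so there were 8 libraries in 2 groups of 4. Groups and repeat numbers were taken from the sample titles, and the series description states that the samples of a repeat are paired. Per the labels' protocols, libraries were poly(A)-selected, strand-specific by dUTP incorporation and sequenced paired end. The aligner, counting method, genome build, annotation, differential test and filters are not stated in the labels or the table header, so no coordinates are given here.

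The authors deposited 1 table of 3666 genes. Per library it holds a read signal that the authors scaled: in every one of the 8 columns 100% of the values were whole multiples of 1 step (within 0.01 read), so each value is a read count divided by 1 size factor per library. These values are called normalised counts here. The table also holds the authors' deposited log2 fold change of PHLac-high over PHLac-low and the authors' deposited p-value after adjustment for multiple tests, by a method not named. The highest adjusted p-value in the table is 0.05 to 3 decimals and none is above it, so the table holds only genes that passed that threshold. Other genes were not analysed here. No column of per-sample values was left unmatched to a sample. A symbol had been turned into a calendar date in 5 rows, which were kept under that name, and 3470 genes carry an Entrez identifier.

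The step of each library gave its size factor and whole reads per gene. On simulated counts of the 3666 genes divided by 3 known size factors, 100% of the counts were recovered. Size factors ranged from 0.755 to 2.09, and the reads falling in the listed genes from 8979276 to 23176205 per library. These totals cover part of each library and are not its depth. The deepest library was the PHLac-low sample of repeat 3.

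The main test was limma (3.58.1, in R 4.3.3) on log2(normalised count + 1) with the repeat number as a block. The tool, scale, block and threshold were fixed before the data were examined, and the mean-variance trend in its empirical Bayes moderation was added afterwards (3594 genes passed without it). The test used Benjamini-Hochberg adjustment over the listed genes at 0.05. Fold changes from limma are on the log2(value + 1) scale, which understates the change of low genes. Because the genes had been selected for a small adjusted p-value in the same libraries, this test measures how the listed genes behave under other choices and cannot estimate how many of them are false calls. The pairing was checked by correlating, across genes, the deviations of same-numbered libraries from their group means. The recovered reads were also tested with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0, using the authors' size factors. These count tests, the corrections for GC content and length, the test against a minimum change of 0.2, the adjustment over all annotated genes and the smallest set size tested were chosen after seeing the data. Counts of the 3666 genes were also simulated with 200 changed by known amounts. Limma with the block recovered 95.5% of the changed genes with 10 false calls, and limma without the block 31% with 0. With the block, edgeR recovered 96% with 9 false calls and DESeq2 92% with 5. The simulation gave both libraries of a repeat the same repeat effect, which favours the block by construction. Most deposited changes were smaller than the simulated ones, so these shares do not describe the listed genes.

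The 10 gene sets were also fixed before the data were examined. Members were matched by symbol, by Entrez identifier or by an older symbol. The 8 sets with at least 4 listed members were tested with limma's camera (inter-gene correlation 0.01) and adjusted over the sets, and the median log2 change of each was placed among 10000 random lists of listed genes matched on mean expression in 10 bins. In a test on 40 simulated lists of 10 genes without a shift 0 fell outside the central 95%, and of 40 shifted lists 40 did. The unshifted lists were not shown to be independent draws, and the size of the shift is not given here. This test therefore cannot tell how often a list without a shift falls outside, or how small a shift would be found. Genes were named by a rule fixed in advance: the 6 largest increases and 6 largest decreases among genes past the threshold, changed the same way in all 4 repeats and at or above the median mean expression of the table, and 8 genes chosen from the study's title and phenotype (IL6R, IL6ST, STAT3, SOCS3, SLC16A1, SLC16A3, LDHA and LDHB). Transcript GC content and length came from the longest protein-coding transcript of each gene (or its longest transcript) in GENCODE release 29, found for 3613 genes (98.6%). The correction for them subtracted from each library a lowess curve (span 0.3) of its deviation from the gene mean. The other alternatives were fits without the block, without each repeat, with a pseudocount of 0.1, with other scalings, and with other thresholds on mean count, adjusted p-value and fold change.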

Results

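Transcript abundance was compared between MIA PaCa-2 cells sorted for low and for high permeability to lactic acid. Permeability to lactic acid served in the study as a readout of metabolic rate, and the sort isolated the extremes of a single cell line. The data comprised 4 PHLac-low and 4 PHLac-high libraries, paired by repeat, with values for the 3666 genes that the authors listed as different. Mean normalised counts of these genes ranged from 6.45 to 179587, with a median of 1335. Reads in the listed genes numbered 12849052, 8979276, 23176205 and 11711319 in the PHLac-low libraries of repeats 1 to 4, and 11334884, 12728352, 10806020 and 11216751 in the PHLac-high libraries. Between 42 and 202 of the listed genes per library had from 1 to 20 reads, and between 1 and 7 had none.

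The first comparison asked which transcripts differed between the sorted fractions. In the authors' deposited table, 2156 genes (58.8%) were higher and 1510 were lower in PHLac-high. Most changes were small. The authors' deposited table gives 2238 genes (61.0%) a log2 change of less than 0.5, and the smallest change was 0.17. The median deposited log2 fold change was 0.37 among the higher genes and -0.48 among the lower genes. At least a log2 fold change of 1 was deposited for 221 higher and 189 lower genes, which the authors' deposited table extends to 7.12 in the upward and -3.59 in the downward direction.

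**Figure D1:**
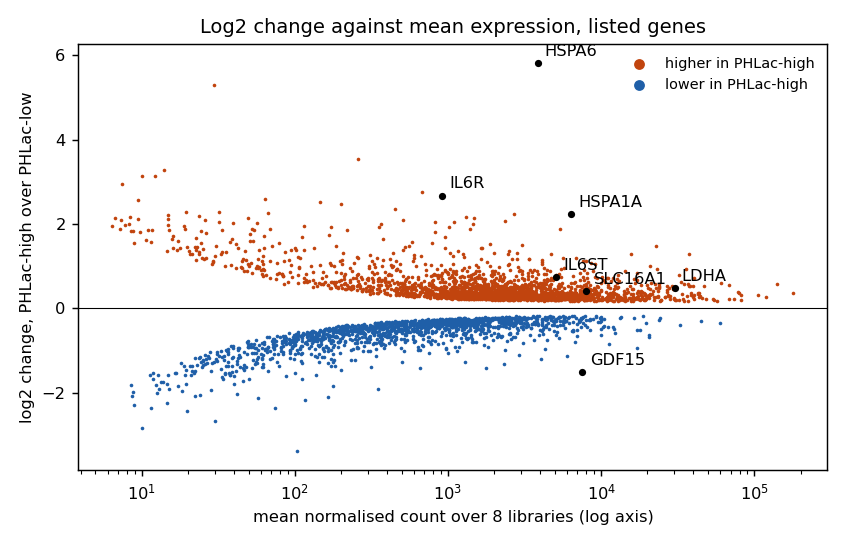
Log2 change of PHLac-high over PHLac-low (vertical axis, limma estimate on the log2(normalised count + 1) scale) against the mean normalised count over the 8 libraries (horizontal axis, logarithmic) for the 3666 listed genes, with each point a gene. The empty band around 0 is where genes did not pass the authors' threshold; HSPA6 lies at 5.81 and IL6R at 2.67, and GDF15 at -1.51 among the lower genes.

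When the listed genes were tested again with limma and the repeat number as a block, 3663 of the 3666 passed a Benjamini-Hochberg adjusted p of 0.05, of which 2153 were higher and 1510 lower in PHLac-high. Without the block, 1135 genes passed (743 higher and 392 lower). Same-numbered libraries deviated together from their group means: the correlation across genes of these deviations was 0.53, 0.66, 0.73 and 0.76 in repeats 1 to 4 (mean 0.67). Between libraries of different repeats the highest was 0.27 and the mean was -0.19, which is negative largely because deviations from a group mean sum to 0. The median standard error of the log2 change was 0.083 with the block and 0.179 without it. DESeq2 on the recovered reads called 3666 genes with the block and 1799 without it, and edgeR's quasi-likelihood test called 3666 and 1194. The deposited log2 fold changes, from the authors' deposited table, differed from the DESeq2 fit with the block by a median of 5.89e-05 and at most 0.034, and from the fit without it by a median of 0.0083 and at most 0.82. The direction of change was the same in all 4 repeats for 3522 genes (2062 higher and 1460 lower) and in 3 repeats for the other 144. The PHLac-high and PHLac-low values did not overlap for 1345 genes (chance gives 2.86% of unselected genes for 4 against 4, and these genes were selected for a difference between the same libraries, so the excess carries no evidence). A minimum log2 change of 1 lowered the count furthest, to 406 genes.

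The count of higher against lower genes depended on the scaling. With the authors' size factors the median log2 change of the listed genes was 0.25. Scaling to the upper quartile of the listed genes moved this median to 0.02, and 2360 genes then passed, 850 higher and 1510 lower. DESeq2 with size factors estimated from the listed genes gave a median of 0.13 and 2985 genes, 1475 higher and 1510 lower. Both scalings rest on genes selected for a difference.

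The second comparison concerned genes of interleukin-6 signalling and of lactate handling, chosen from the study's title and sorted phenotype. IL6R (Entrez 3570), which encodes the interleukin-6 receptor, had a normalised count of 248 ± 61 in PHLac-low and 1576 ± 319 in PHLac-high (SD, n = 4). Its log2 change was 2.67 ± 0.14 (SE, limma with the block, adjusted p = 1.24e-05), and it was 2.96, 2.93, 2.71 and 2.09 in repeats 1 to 4. In the authors' deposited table it had the smallest adjusted p of all genes, 1.22e-83. IL6ST (Entrez 3572), which encodes the signal-transducing receptor subunit gp130, rose from 3838 ± 634 to 6360 ± 984 (SD, n = 4), a log2 change of 0.73 ± 0.11 (SE, limma adjusted p = 0.000605). Its change was 0.99, 0.81 and 0.86 in repeats 1 to 3 and 0.27 in repeat 4. SLC16A1 (Entrez 6566), which encodes the monocarboxylate transporter MCT1, rose from 6859 ± 224 to 9104 ± 766 (SD, n = 4), by 0.41 ± 0.05 on the log2 scale (SE, limma adjusted p = 0.00037). LDHA (Entrez 3939), which encodes a lactate dehydrogenase subunit, had 24850 ± 13333 in PHLac-low and 35430 ± 21030 in PHLac-high (SD, n = 4). The spread between repeats of LDHA exceeded the difference between the groups, while the difference within repeats was 0.48, 0.48, 0.38 and 0.58. The LDHA change of 0.48 ± 0.05 (SE) passed in limma with the replicate block (adjusted p = 0.000181) and did not pass without it (adjusted p = 0.308). STAT3, SOCS3, SLC16A3 and LDHB were not analysed here.

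The third comparison listed the largest changes among genes at or above the median expression. HSPA6 (Entrez 3310), an inducible HSP70 gene, had 198 ± 208 normalised counts in PHLac-low and 7485 ± 2497 in PHLac-high (SD, n = 4). Its log2 change was 5.81 ± 0.54 (SE, limma adjusted p = 0.000103), and it fell steadily from 7.56 in repeat 1 to 6.98, 5.02 and 3.69 in repeats 2 to 4. HSPA1A (Entrez 3303) and HSPA1B (Entrez 3304) each rose by 2.23 on the log2 scale (SE 0.17 and 0.18). HSPA1A and HSPA1B are near-identical copies, and HSPA6 has the near-identical HSPA7, so the division of reads within each pair is uncertain. The next increases were in PMEPA1 (Entrez 56937), with a log2 change of 2.15 ± 0.20 (SE), SGMS2 (Entrez 166929), with 2.07 ± 0.18, and TMEM2, with 1.99 ± 0.18. Among the decreases, the log2 change of GDF15 (Entrez 9518) was -1.51 ± 0.09 (SE), from 10985 ± 4553 to 4094 ± 2105 normalised counts (SD, n = 4). VCAN (Entrez 1462) changed by -1.43 ± 0.16, CRH (Entrez 1392) by -1.33 ± 0.18, NR4A2 (Entrez 4929) by -1.21 ± 0.06, COL3A1 (Entrez 1281) by -1.13 ± 0.06 and TOX2 (Entrez 84969) by -1.11 ± 0.08 (SE, log2 scale). As the rule required, each of these 12 genes passed in limma with the replicate block and changed the same way in all 4 repeats. Without the block, 11 of them passed and NR4A2 did not (limma adjusted p = 0.0981).

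**Figure D2:**
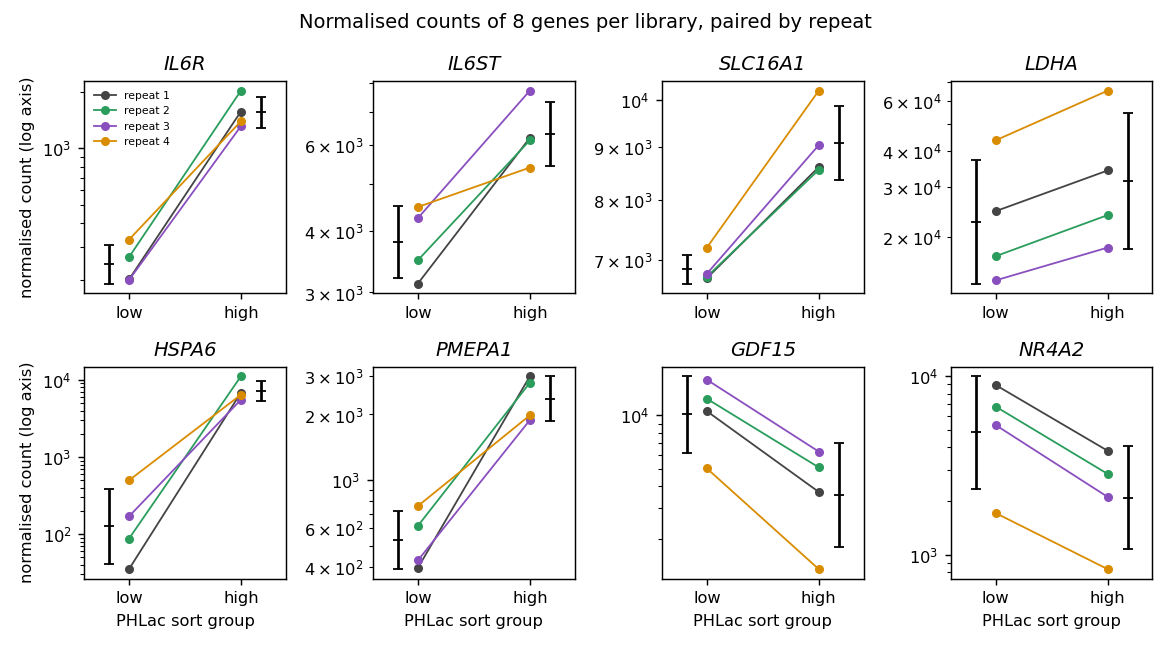
Normalised counts (vertical axes, logarithmic) of 8 genes in the PHLac-low and PHLac-high library of each repeat, joined by a line per repeat, with the group mean and SD of the log2 values in black (n = 4 libraries per group). All 4 lines rise for IL6R, IL6ST, SLC16A1, LDHA, HSPA6 and PMEPA1 and fall for GDF15 and NR4A2; LDHA ranges from 14030 to 43710 within PHLac-low, with nearly parallel lines.

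The fourth comparison asked whether gene sets fixed in advance changed together relative to the other listed genes. Of 27 members of the IL-6 receptor, JAK and STAT3 set, 15 were analysed, with 10 higher and 5 lower in PHLac-high. Their median log2 change of 0.39 lay at the 96.7th percentile of random lists matched on expression, inside the central 95%, and camera gave an adjusted p of 0.554. Without the block, that set's camera adjusted p was 0.427. Among genes at or above the median expression, its median log2 change was 0.0018, at percentile 5.53. In the authors' deposited table the smallest change was 0.17. The 0.0018 is therefore a midpoint between a higher and a lower member, and no member changed so little. The number of members left after this restriction is not given here. Of 76 nuclear-encoded oxidative phosphorylation genes, 23 were analysed, and all 23 were higher with the authors' size factors, while 14 were higher and 9 lower when scaled to the upper quartile of the listed genes. Their median log2 change was 0.23, ranging from 0.20 to 0.41. This set passed in limma's camera with the block (adjusted p = 0.0202 over 8 sets) and did not pass without it (adjusted p = 0.318). Its median lay at the 12.8th percentile of the matched random lists, and the median of all listed genes was 0.25. Camera was not matched on expression, and its direction was not kept. The pass therefore does not show a rise relative to listed genes of like expression. Restriction to genes at or above the median expression moved the camera result of the oxidative phosphorylation set most, to an adjusted p of 0.429. Of 21 glycolysis genes, 11 were analysed, and 9 of them were higher with the authors' size factors and 7 after upper-quartile scaling (median log2 change 0.23, camera adjusted p = 0.346). Of 21 cholesterol synthesis genes, 7 were analysed, and 7 were higher with the authors' size factors and 5 after upper-quartile scaling (median 0.41, camera adjusted p = 0.177). The sets for monocarboxylate and acid transport, G1/S and DNA replication, hypoxia targets and cytosolic ribosomal proteins did not pass either, with camera adjusted p from 0.346 to 0.587 and 4 to 6 members analysed. Without the block, camera adjusted p ranged from 0.318 to 0.679 over the 8 sets. Of 26 G2/M genes 2 were analysed, too few to test, and mitochondrially encoded genes were not analysed here.

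The direction of change was also compared with expression level and base composition. With the authors' size factors, 37.3% of the 10% of listed genes with the lowest expression were higher in PHLac-high. Among the 10% with the highest expression 87.2% were. Across genes, which are not independent replicates, Spearman's rho of the log2 change with mean expression was 0.267, and it was 0.267, 0.261, 0.258 and 0.359 within repeats 1 to 4. Of the 20% of genes with the lowest transcript GC content, from 29.8% to 41.8% GC, 79.5% were higher in PHLac-high. In the 20% with the highest GC content, from 59.9% to 76.0%, the share was 27.5%. Spearman's rho of the log2 change with GC content was -0.263 across genes, and -0.214, -0.307, -0.354 and -0.217 within repeats 1 to 4. After each library was corrected for GC content and length, 2707 of the 3666 genes passed in limma with the replicate block, and 1071 passed without it. With the block, the 2707 comprised 1800 higher and 907 lower genes.

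**Figure D3:**
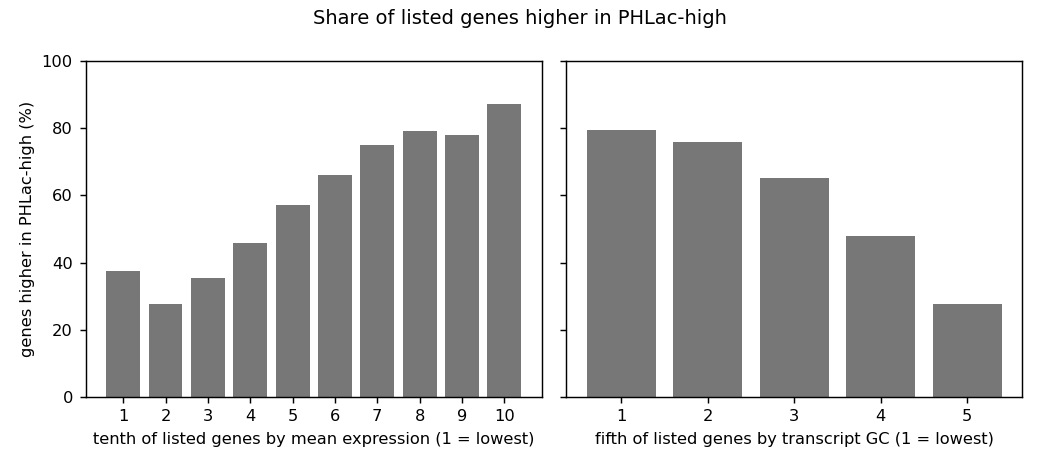
Percentage of listed genes higher in PHLac-high (vertical axes, from 0 to 100%) in 10 equal groups by mean expression (left) and 5 by transcript GC content (right), with a bar per group. The share rises from 37.3% to 87.2% between the lowest and highest expression group, with its minimum of 27.5% in the next-to-lowest group, and falls from 79.5% to 27.5% between the lowest and highest GC group.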

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

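Of the tests in this part, those of a difference between repeats and of library depth were chosen after the result was seen, and the test of a mixed sample was chosen before its value was seen. In 53 groups of 4 values, the gap of the farthest value was compared with the group's whole range, which by chance picks out about 2.65 groups. The groups overlap in their libraries, so they are not independent. It picked out 4, and in each the far value was the PHLac-low library of repeat 4. The gap was 0.921 of the range for the first principal component of the listed genes, 0.889 for COL3A1, 0.898 for TOX2 and 0.853 for SLC16A1. On the first principal component (54.7% of the variance), this library had a score of -6.88, against -24.5, -25.9 and -24.6 for the other PHLac-low libraries, so it lay nearer to the PHLac-high libraries (14.1 to 33.4).

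A mixed sample was tested by asking what share of PHLac-high cells would explain its values, with repeats 1 to 3 as the reference. Among genes with a mean of at least 100, the 41 with a log2 change of at least 1.5 gave a median of 6.18%. The 46 with one of at most -1 gave 64.1%. These differ by 57.9 percentage points, so a uniform mixture alone does not account for both against that reference. The PHLac-high library of repeat 4 was also shifted from that reference (33.4 on the first principal component, against 14.1 to 18.5). Both shares may therefore include a shift of the whole repeat, and a mixture on top of such a shift was not excluded. Library depth does not account for the position of the PHLac-low library of repeat 4. Its size factor of 0.974 lies inside the range of the other PHLac-low libraries. A difference between repeats remains a candidate explanation: in all 4 of these measures the PHLac-high library of repeat 4 was the extreme of its own group in the same direction (the value of the test for a difference between repeats is 4). The differences between fractions correlated across genes at 0.89 to 0.90 among repeats 1 to 3 and at 0.76 to 0.77 between repeat 4 and the others. The labels give no batch, date or passage, so a biological explanation for repeat 4 was not tested.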

How the results depend on the processing

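For the 3663 listed genes past the threshold, the fits that each left out one replicate gave from 3468 to 3627 genes. Without the replicate block the count was 1135 in limma, 1194 in edgeR, 1799 in DESeq2, and 1071 after GC and length correction. Upper-quartile scaling gave 2360, with 36% higher against 58.8%. A minimum absolute log2 change of 0.5 gave 1424 and of 1 gave 406, a test against 0.2 gave 1944, and counting all 58780 annotated genes as tested gave 1726. With the replicate block, correction for GC content and length left 2707 genes (2670 of them shared with the main call in the same direction and 36 in the opposite direction) and for GC content alone 2771. In the authors' deposited table, 1428 genes changed by at least 0.5, 410 by at least 1, and 1833 were at or above the median expression. Without the block the median standard error rose from 0.083 to 0.179, upper-quartile scaling moved the median log2 change from 0.245 to 0.021, and a minimum change lowers a count by construction. The cause of the other differences was not tested.

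The 16 named genes kept their direction under all 11 alternatives, partly by construction, as the largest changes were picked for agreement in every repeat. Among their values, 172 stayed on their side of the threshold and 4 became weaker: NR4A2 and LDHA without the block, in limma and in DESeq2. That does not mean that they kept their size. Upper-quartile scaling lowered the increases, from 0.41 to 0.18 for SLC16A1 and from 0.48 to 0.26 for LDHA. It enlarged the decreases, from -1.51 to -1.74 for GDF15.

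For oxidative phosphorylation, the median log2 change was 0.235 without the block and 0.227 among genes at or above the median expression, neither past the camera threshold (adjusted p from 0.0157 to 0.429 over its alternatives). It ranged from 0.214 to 0.273 across the 4 fits that each left out one repeat, of which the one without repeat 2 did not pass. Centring subtracts the median of the listed genes, 0.245, from every set, so the 3 sets with a lower median change sign by construction: to -0.0107 for oxidative phosphorylation, -0.0117 for glycolysis and -0.0356 for ribosomal proteins. Percentiles among random lists crossed the middle for several sets. Among genes at or above the median expression the IL-6 set moved to 5.53. Its median log2 change moved from 0.39 to 0.0018, a midpoint between a higher and a lower member. The mean in place of the median gave 51.8 for glycolysis, 46.6 for monocarboxylate transport, 76.5 for oxidative phosphorylation and 73.7 for hypoxia targets, and unmatched lists gave 55.1 for hypoxia targets and 53.8 for ribosomal proteins. Leaving out one repeat gave from 5.14 to 52.3 for glycolysis, 4.72 to 55.1 for oxidative phosphorylation, 35.1 to 50.9 for hypoxia targets and 84.3 to 97.6 for cholesterol synthesis, the last past the central 95% without repeat 4. The cause was not tested. Of 118 values for the sets under the alternatives, 101 stayed on the same side of the middle or threshold, which does not mean that they kept their size.

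Recomputing the adjustment from the authors' unadjusted p-values was not run, as those were not used here. A filter on any value above 0, or on a mean of 1 normalised unit, removes no gene.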

Other observations

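In this part, the tests of near-identical genes, of handling stress and of length correction for small nucleolar RNA genes were chosen after the result was seen, as were the lists of genes they use. The other tests were chosen before their values were seen. The patterns themselves were picked after the direction of change had been looked at in 15 families of gene symbols and by chromosome. Of these families 5 lay outside the central 95% of random lists matched on expression: those with symbols starting with HIST, with SNOR, with HSP or DNAJ, with CXCL, CCL or IL, and with FOS, JUN, EGR, IER, DUSP or ATF3. A shared start of the symbol does not make a functional group. The genes had also been selected by the comparison that the patterns describe, so each pattern is a hypothesis about the listed genes only.

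The count of listed genes past the threshold was compared with that of the other ways to assign the libraries of each repeat to the groups. Of the 8 splits that part all 4 same-numbered pairs, 1 gave as many genes, the real one, and the next highest gave 35. A design with 8 such splits cannot give a share under 0.05, and the genes were chosen by the real split, so this shows nothing about chance.

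The direction of change followed GC content. The slope of a library's log2 deviation on transcript GC content was lower in PHLac-high in 4 of 4 repeats, by 0.12 to 0.20 per 10 percentage points of GC. Transcript length does not account for the relation, since the partial Spearman correlation given length was -0.265 against -0.263 without it. A GC bias that varies from library to library was not excluded by the rule set beforehand: the smallest difference between the groups within a repeat was 0.582 of the largest difference within a group. That rule ignores the pairing, and the largest difference within a group was shared by both fractions (0.213 in PHLac-low and 0.214 in PHLac-high, each between repeats 2 and 4), so it says little about the differences within repeats. A bias tied to the sorted fraction, such as unequal RNA quality or amount, could give the same pattern as a biological one, and the labels hold nothing to separate them. The size of the effect on the calls is measurable: of the 3663 genes past the threshold, 567 lower and 390 higher ones no longer passed after correction for GC content and length, 2670 passed in the same direction and 36 in the opposite direction. The correction was fitted to genes selected for a difference and would also remove any true change that follows GC content.

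The direction of change also followed expression level. The partial Spearman correlation given GC content and length was 0.241, against 0.263 without them, so these do not account for it. The depth of the PHLac-low library of repeat 3 does not either, as the lowest correlation among the other repeats was 0.261. Scaling by 1 factor per library shifts the log2 changes of all genes nearly alike, so it was not a test of the correlation. It does move the share of higher genes: 36% of those past the threshold after upper-quartile scaling, against 58.8%. The genes were also selected under the authors' size factors, so scaling was not excluded as a source of the shares by expression level. No biological explanation was tested.

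Heat shock genes were higher in PHLac-high. Of the 34 listed genes whose symbols start with HSP or DNAJ, 31 were higher, in all 4 repeats, and 3 were lower (DNAJC16, DNAJC14 and HSPG2, of which HSPG2 encodes a matrix proteoglycan). The median log2 change of the 34 was 0.57, above every one of 10000 random lists matched on expression, and 29 were higher after upper-quartile scaling. Reads shared between near-identical genes do not account for this, since without HSPA1A, HSPA1B, HSPA1L, HSPA6 and HSPA7 the other 29 had a median of 0.43 at percentile 99.97. After correction for GC content and length, the median of the 34 was 0.50 at percentile 99.99. A narrower list of chaperones and their partners, written after the values were seen, had 26 listed genes, all 26 higher with the authors' size factors and 25 after upper-quartile scaling. That list leaves out the lower genes named above, so its direction is not separate evidence.

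General stress of handling and sorting was examined through immediate early genes, and the answer depended on the list. A list written after the values were seen had 13 higher and 8 lower genes, and its median of 0.32 lay at percentile 79.48, inside the central 95%. The family of FOS, JUN, EGR, IER, DUSP and ATF3 symbols, looked at earlier and including phosphatase genes that are not immediate early genes, had 12 higher and 4 lower genes, with a median of 0.47 at percentile 99.69. A stress of sorting that differs between the fractions may therefore explain the heat shock pattern, which cannot be told apart from a difference that existed before sorting. The decline of the HSPA6 change from repeat 1 to repeat 4 went with a rise of its PHLac-low values, which were 35.2, 87.4, 170 and 498.

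Small nucleolar RNA genes were lower in PHLac-high. All 15 that were listed fell in all 4 repeats, with log2 changes from -0.77 to -1.91 and mean normalised counts from 8.56 to 139. Matching on expression in 10 bins did not remove this: their median of -1.31 lay at percentile 0.34 of the matched random lists. The lowest bin spanned means from 6.45 to 101.6, so a part played by very low expression was not excluded. Lower expression of the host genes does not account for the decrease where it was measured. Of the 3 listed host genes (RABGGTB, RPL21 and NOP56, which hold 5 of the 15), 0 were lower. After correction for GC content and length 0 of the 15 passed the threshold (1 had an unadjusted p under 0.05), and after correction for GC content alone 14 did. The length curve may be set in part by these genes themselves. Their transcripts are at most 178 nt, and only 12 other listed genes have transcripts under 300 nt, 7 of them lower. The curve was not refitted without the 15 small nucleolar RNA genes, so how far they set it was not tested. Their decrease may therefore reflect a difference in the recovery of short fragments between the libraries (GC content and transcript length), which cannot be told apart from a change in intronic or small RNA. By contrast, all 11 listed genes with symbols starting with HIST were higher, with a median of 0.98 at percentile 99.6, and 9 of them passed after correction for GC content and length. Histone genes with other symbols were not part of this list, and in the authors' deposited table H2AFX (0.53), H2AFZ (0.45) and H3F3B (0.59) were higher and H1F0 (-0.26) and H2AFY2 (-0.25) were lower. The list was chosen after its values were seen, and no other explanation for it was tested. The libraries were poly(A)-selected, and an effect of that selection on the small nucleolar RNA or histone genes was not tested.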
